A study of Saccharomyces cerevisiae with 44 samples. Its data were reported in "Single-molecule quantitation of RNA-binding protein occupancy and stoichiometry defines a role for Yra1 (Aly/REF) in nuclear mRNP organization" (2023).

How the data were processed

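The study sequenced RNA from total lysate and from 2-step Yra1 pulldowns of 5 yeast strains, with 3 biological replicates of each, by a 3′-end tag method with unique molecular identifiers (UMIs). The labels list 44 sequencing samples. They come from 30 libraries, of which 14 (13 of total RNA and 1 of a pulldown) were run on 2 sequencers, the AVITI and the NextSeq 500, and 16 on the AVITI only. Runs of a library were combined by the authors, and each library was 1 replicate here. Gene p-values of edgeR and DESeq2 below measure the spread between these samples, while tests on sets of genes resample or count genes.

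The count values are UMI-deduplicated reads per gene. Per the paper's methods and the labels, the authors extracted UMIs and removed duplicates with UMI-tools 1.0.1, trimmed adapters and poly(A) with bbduk, removed ribosomal RNA reads with bbsplit, aligned with STAR 2.7.10a to the R64 genome and counted reads per gene with HTSeq 2.0.2 in intersection-nonempty mode. The signal values are, per the labels and as deposited, the same counts divided by size factors of DESeq2 1.38.2. Each library's count divided by its signal was constant to within 2.89e-14, so the authors used 1 factor per library over all 30 libraries. The signal values were not used further. The sources used here do not give the strand setting of the counting, so reads of genes that overlap on opposite strands may have been divided by that setting. The table held 6461 genes, 6458 of which matched the R64 annotation, and 5 summary lines that were not counted as genes. The table also held 3 lines that were not analysed here.

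Of the matched genes 5991 were nuclear coding genes, 271 with an intron (a gap of at least 10 nt between coding segments). Gene models held no untranslated regions (99.2% of coding lengths without introns were multiples of 3). What is called coding length below runs from the first to the last coding base, introns included. Among 381 genes named by the rule below, overlaps were taken from the annotation and near-identical copies from BLAST 2.17.0 of the coding sequences (at least 90% identity over at least 100 nt). In that set 4 overlapped a gene on the opposite strand, 18 a gene on the same strand, and 48 had such a copy. Counts of these genes are uncertain as to their source.

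Pulldown and total RNA libraries were fitted apart, 15 libraries of each kind in a fit with 1 mean per group, with edgeR 4.0.16 (TMM normalization, filterByExpr, robust quasi-likelihood F test) in R 4.3.3. Adjusted p-values of genes are Benjamini-Hochberg values of edgeR unless another tool is named. A gene was called at an adjusted p under 0.05 and a log2 fold change beyond 1 in either direction, the thresholds of the study. The biological coefficient of variation was 0.194 in pulldowns and 0.0867 in total RNA. The comparisons were Cbp80-PrA and Hpr1-PrA with no tag in wild type, Hpr1-PrA with Cbp80-PrA, Cbp80-PrA with no tag in tho2Δ, the interaction of the Cbp80-PrA ratio with tho2Δ, tho2Δ with wild type in the Cbp80-PrA pulldown, tho2Δ with wild type in total RNA of the no-tag and of the Cbp80-PrA strains, and each tag with no tag in total RNA. Groups, comparisons, tests, gene lists and the rule for naming genes were set before the data were examined. The total RNA interaction and the no-tag pulldowns of tho2Δ against wild type were added later.

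Where all libraries of a group had 0 counts for a gene, the fold was computed against a floor of 3 counts over the group and given as a lower bound. With 1 to 3 counts, the ratio is of summed counts over summed scaled totals with a 95% exact counting interval. SD is over libraries, SE is of the fitted log2 fold change.

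Genes were named by rule. Among called nuclear coding genes with a mean of at least 20 CPM and every library of one group above every library of the other, which chance gives for 10.0% of genes at 3 against 3, the 8 with the largest and the 8 with the lowest log2 fold change were ranked. From each list up to 2 called members in each direction were ranked too. IRA2, TAO3, MDN1, THO2, HPR1, STO1 and YRA1 were always read. The text gives a part of these.

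Gene lists were ribosomal proteins, box snoRNA, intron-containing mRNAs with and without ribosomal proteins, Ty elements, glycolysis and ethanol fermentation, ribosome biogenesis, translation factors, aminoacyl-tRNA synthetases, plasma membrane transporters, cell wall, secretory pathway, sterol and fatty acid synthesis, amino acid synthesis, nucleotide synthesis, heat shock proteins and chaperones, general stress response, nuclear-encoded oxidative phosphorylation, proteasome, histones, mRNP assembly and export factors, mitochondrially encoded genes, spliceosomal RNAs, and MATa-specific and MATalpha-specific genes. Phosphate starvation genes and genes within 20 kb of a chromosome end were added after the data were examined. Lists were tested against the other tested genes with camera of limma 3.58.1 at a preset correlation of 0.01, for at least 3 measured members, adjusted over the lists of a comparison. The test was repeated with an estimated correlation, which allows for genes that vary together between replicates. Counts "adjusted over the list alone" adjust the gene p-values within the list.

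Sets of coding genes were compared by permutation of the difference of medians (100000 resamples, two-sided), introns by Fisher's exact test, and coding length with log2 ratios by Spearman's rho with permutation. Pairing is the mean pairing probability of the coding sequence from RNAplfold 2.7.2 (window 80 nt, span 40 nt). Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used. Overlaps of called genes were compared with the product of their sizes over the number tested and with Fisher's exact test. In 20 simulations of unchanged groups against the same control libraries at most 1 gene was called per list, so these could show no overlap and were not used.

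Recovery was tested on simulated data with 200 changed genes at the depth and spread of each comparison except the Hpr1-PrA tag in total RNA. For Cbp80-PrA against no tag in wild type, 64% of genes changed by a log2 of 1.5 and 85% of those changed by 3 were called. The same shares were 56% and 89% for Hpr1-PrA against no tag, 84% and 92% for Hpr1-PrA against Cbp80-PrA, 48% and 79% for Cbp80-PrA against no tag in tho2Δ, 27% and 71% for the interaction, and 85% and 92% for the direct tho2Δ comparison. In total RNA they were 95% and 100% without a tag, 96% and 100% with Cbp80-PrA, and 92% and 98% for the Cbp80-PrA tag. False calls numbered 0 to 10 per simulation. Recovery was lowest for the interaction, a difference of differences, so a gene missing from it was often not detectable with this depth and design.

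Alternatives to each choice were the median-ratio factors of DESeq2 in edgeR, total counts only, no filter on low counts, the DESeq2 1.42.0 Wald test, a test against the fold threshold (glmTreat), only the groups compared, a replicate block, each pulldown set against its own total RNA, length and expression controls, lists without ribosomal protein genes, and leaving out each library. Alternatives chosen after the data were examined were thinning of libraries to lower depth, leaving out snoRNA genes, DESeq2 on all 30 libraries, a culture block, and the sum of a pair of no-tag tho2Δ pulldowns. That pair was tested because replicates 1 and 2 of that group differed by little more than counting error (chi-square per degree of freedom 1.05, p = 0.141 over 1062 genes, against 1.05 to 3.86 over all 30 replicate pairs). Over 2404 genes with at least 4 counts the p was 0.00123, and they were kept as separate samples.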

Results

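The libraries measured which mRNAs were bound to Yra1, an adaptor protein that hands nuclear mRNA to the export receptor, in budding yeast (Saccharomyces cerevisiae). Cells were grown at 30 °C, and their cleared lysates, not the living cells, were treated with 0.2% formaldehyde. Lysates went through 2 purification steps, a capture of a protein A (PrA) tag and then an antibody against Yra1. The tag sat on Cbp80 (gene STO1), the large subunit of the nuclear cap-binding complex, or on Hpr1 (gene HPR1), a subunit of the THO complex that joins mRNA during transcription. Strains without a tag went through the same steps and gave the background. There were 5 strains: no tag, Cbp80-PrA and Hpr1-PrA in wild type, and no tag and Cbp80-PrA in cells lacking THO2 (tho2Δ), the gene of another THO subunit. Each strain gave total RNA from 7.5% of the lysate and a Yra1 pulldown, with 3 replicates of each, so 30 libraries in 10 groups.

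Depth differed widely between groups. Gene counts, each a deduplicated 3′-end tag, ran from 423380 to 650795 in the 15 total RNA libraries. In the pulldowns they ran from 257286 to 459999 for Cbp80-PrA in wild type, from 117192 to 265792 for Cbp80-PrA in tho2Δ and from 78186 to 140468 for Hpr1-PrA. The no-tag pulldowns held the fewest, 44389 to 71037 in wild type and 23769 to 38378 in tho2Δ. A count of 0 in a no-tag group therefore bounds a fold change loosely: folds against it were computed against a floor of 3 counts over the 3 libraries and are given as "at least". Reads outside annotated genes took 47.2% ± 1.33 (SD, n = 15) of all counts in total RNA, 41.5% ± 1.81 (n = 3) in the Hpr1-PrA pulldowns and 55.5% ± 1.99 (n = 3) in the Cbp80-PrA pulldowns from tho2Δ. They include any tags in untranslated regions, which the gene models leave out. Fold changes below compare scaled shares of libraries, and amounts of RNA recovered were not measured. A gene that fell or was depleted had a smaller share than in the reference group, which need not mean that less of it was bound.

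THO2 (YNL139C, chromosome XIV, 360924 to 365717 in build R64) was read in every sample to check the labels. It held 64 to 83 counts per library in total RNA from the untagged wild type, 71 to 83 with Cbp80-PrA and 69 to 88 with Hpr1-PrA. In tho2Δ total RNA it held 0 counts in all no-tag libraries and 0 to 1 in the Cbp80-PrA libraries. Relative to wild type THO2 was at least 67.2-fold lower without a tag, and 271-fold lower in the Cbp80-PrA strain, where a single count leaves a 95% counting interval of 48.1 to 10739. Both tho2Δ pulldowns held 0 counts. The wild-type pulldowns held 12 to 28 counts per library with Cbp80-PrA, 5 to 18 with Hpr1-PrA and 0 without a tag, so THO2 does not check the genotype of the no-tag pulldowns. Counts on the tagged genes were not lost in their tagged strains. Read positions within genes were not available, so these counts do not check the tag labels. STO1 had 210 ± 38.4 CPM (counts scaled to the library total, mean ± SD, n = 3) in Cbp80-PrA total RNA against 225 ± 25.3 without a tag, and HPR1 had 203 ± 19.2 in Hpr1-PrA against 161 ± 17.2.

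The comparison of Cbp80/Yra1 with the no-tag pulldown in wild type asked which RNAs were bound by the cap-binding complex and Yra1. The coding genes with the largest fold changes had 0 counts in all 3 no-tag libraries. ENT2 (YLR206W, chromosome XII, 554578 to 556419), an epsin of endocytosis, was at least 8.77-fold higher (218 counts against 0). CTH1, a zinc finger protein that destabilises mRNAs, was at least 8.45-fold higher, PFK27, a kinase that makes fructose 2,6-bisphosphate, at least 7.88-fold, and SGF29, a subunit of the SAGA coactivator, at least 7.36-fold. The largest losses among genes with a mean of at least 20 CPM were in genes of translation. RPL2B changed by a log2 fold change of -4.78 ± 0.97 (SE, n = 3 against 3, adjusted p = 0.00137), RPL20A by -4.31 ± 0.59 and RPL9A by -4.14 ± 0.58. EFT1 (YOR133W, chromosome XV, 575098 to 577626), elongation factor eEF2, changed by -4.71 ± 0.54 (adjusted p = 6.14e-08) and TEF1, elongation factor eEF1A, by -4.08 ± 0.77. RPL2B, RPL20A, RPL9A, EFT1 and TEF1 each have a near-identical copy in the genome, so how their reads were divided between the copies is uncertain.

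Of 2997 genes tested, 1014 were enriched and 751 depleted, so 57.5% of the calls were higher. That split rested on the scaling: it was 1290 to 465 (73.5%) with the median-ratio factors of DESeq2, 1313 to 442 (74.8%) with total counts and 1703 to 514 (76.8%) with the DESeq2 test. These scalings moved the median of all genes from 0.18 on the log2 scale to 0.71, 0.78 and 0.84. IRA2 (YOL081W, chromosome XV, 171070 to 180309), a regulator of Ras with a long coding region, was higher by 1.37 ± 0.61 (adjusted p = 0.0441, 106 counts against 5), a call that ended without any 1 of the no-tag libraries or without Cbp80-PrA replicate 1 or 3. MDN1, the long gene of a ribosome assembly ATPase, stood at -0.49 ± 0.37 (adjusted p = 0.245) and at 0.04 to 0.11 under the other scalings. TAO3, a long gene of cell polarity, was too low to test, with 47 counts against 1.

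Among the gene lists fixed before the data were examined, genes of small nucleolar RNAs (snoRNAs), the guides of ribosomal RNA modification, stood highest. Counts of 3′-end tags per gene do not tell mature snoRNAs or spliceosomal RNAs from precursors or other forms. Of 67 measured box snoRNA genes 62 rose and 0 fell (62 and 0 adjusted over the list alone), with a median log2 fold change of 2.92 (camera adjusted p = 5.62e-21, adjusted p = 0.0314 with an estimated correlation). SNR79 rose by 4.47 ± 0.49 and SNR85 by 4.42 ± 0.45. The share of counts on snoRNA genes was 7.66% ± 0.802 (SD, n = 3) in these pulldowns, against 0.723% ± 0.183 in the no-tag pulldowns and 1.45% in total RNA. Of 5 spliceosomal RNAs 4 rose (median 2.65, adjusted p = 0.0244, adjusted p = 0.101 with an estimated correlation), among them SNR19, the U1 RNA, by 2.91 ± 0.28.

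**Figure D1:**
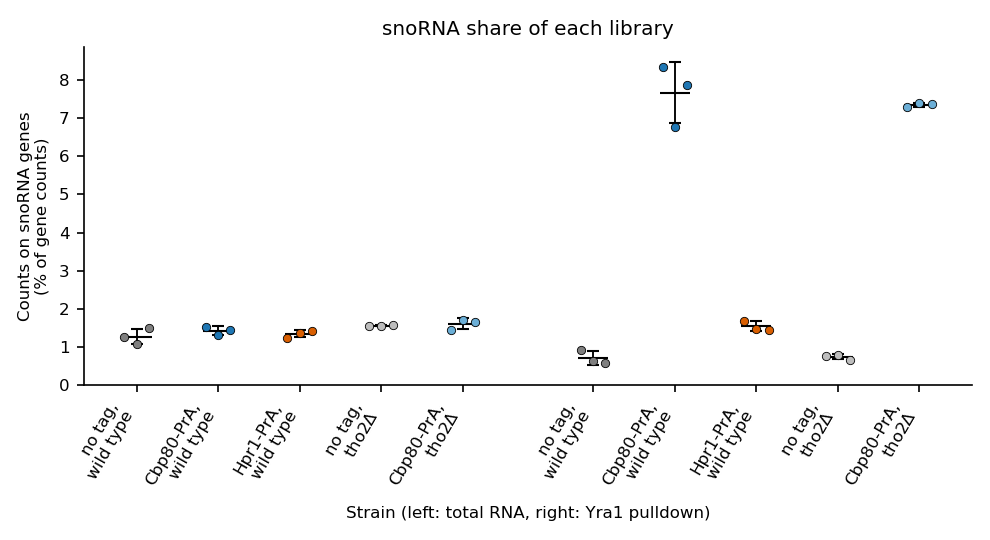
Share of gene counts on snoRNA genes (percent) in each of the 30 libraries, by strain, for total RNA on the left and Yra1 pulldowns on the right; points are libraries, bars the mean and SD of 3. The Cbp80-PrA pulldowns averaged 7.66% in wild type and 7.35% in tho2Δ, against 1.54% for Hpr1-PrA.

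Messages of the translation machinery fell in scaled share. Of 131 ribosomal protein genes 110 fell and 3 rose (113 and 3 adjusted over the list alone), with a median of -2.54 (adjusted p = 3.91e-37, adjusted p = 0.0649 with an estimated correlation). RPL21A and RPL8A rose against that trend, by 2.68 ± 0.36 and 2.21 ± 0.44, though their near-identical copies RPL21B and RPL8B leave their reads uncertain, as do the copies of RPL2B, RPL20A, RPL9A, RPS8B, EFT1, SSB2, ENO2 and HTA1. Translation factors fell (12 of 22 lower, 3 higher, median -1.22, adjusted p = 0.000407, adjusted p = 0.0176 with an estimated correlation). Aminoacyl-tRNA synthetases, which charge tRNAs (9 of 18 lower, median -0.92), ribosome biogenesis factors (20 of 44 lower, 3 higher, median -0.85) and proteasome subunits (16 of 32 lower, 3 higher, median -0.96) fell with adjusted p = 0.00206, 0.00233 and 0.00144. For each of these 3 lists the adjusted p = 0.101 with an estimated correlation. DED81, an asparaginyl-tRNA synthetase, changed by -2.82 ± 0.27, NOP1, the methyltransferase fibrillarin, by -2.58 ± 0.29 and RPN8 by -2.32 ± 0.28.

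Intron-containing mRNAs fell as well: 107 of 193 were lower and 19 higher, with a median of -1.26 (adjusted p = 5.72e-12, adjusted p = 0.101 with an estimated correlation). Without the ribosomal protein genes, 38 of 108 were lower and 17 higher (median -0.37, adjusted p = 0.0521), a median that turned positive under the 3 other scalings. HAC1, the transcription factor of the unfolded protein response whose intron is spliced in the cytoplasm, rose by 3.13 ± 0.38.

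Genes of the cell surface and of stress rose. Of 25 plasma membrane transporters 14 rose and 1 fell (median 1.44, adjusted p = 0.00193, adjusted p = 0.101 with an estimated correlation), with the amino acid permeases BAP3 at 2.63 ± 0.28 and DIP5 at 2.61 ± 0.39. Cell wall genes followed (12 of 25 higher, 1 lower, median 1.02, adjusted p = 0.00573, adjusted p = 0.189 with an estimated correlation). Of 21 general stress response genes 16 rose and 0 fell (median 1.97, adjusted p = 0.000407, adjusted p = 0.0176 with an estimated correlation). In that list NTH1, a neutral trehalase, was at least 4.34-fold higher and CTT1, the cytosolic catalase, at least 4.22-fold. Histone genes rose in 7 of 9 cases (median 1.84, adjusted p = 0.00193, adjusted p = 0.105 with an estimated correlation), HTA1 by 2.79 ± 0.29.

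The remaining lists did not pass the test. Glycolysis and ethanol fermentation genes had 7 of 18 higher and 4 lower (median 0.53, adjusted p = 0.296), with TPI1, triose phosphate isomerase, at 2.80 ± 0.36 and ENO2, an enolase, at -1.95 ± 0.20. Heat shock proteins and chaperones had 12 of 27 higher and 4 lower (median 0.57, adjusted p = 0.612), HSP30 at 3.18 ± 0.33 and SSB2, a ribosome-bound chaperone, at -3.05 ± 0.25. Among mRNP assembly and export factors 6 of 15 were higher and 4 lower (median 0.52, adjusted p = 0.953). NAB2, a poly(A)-binding protein, stood at 2.67 ± 0.37, and the RNA helicases SUB2 and DBP2 at -3.03 ± 0.31 and -2.51 ± 0.25. Secretory pathway genes (5 higher and 11 lower of 22, median -1.11, adjusted p = 0.134) and nucleotide synthesis genes (3 and 9 of 19, median -0.97, adjusted p = 0.164) leaned lower. Sterol and fatty acid synthesis genes (6 and 6 of 25, median 0.38, adjusted p = 0.935) and MATa-specific genes (2 and 1 of 6, median 0.20, adjusted p = 0.953) did not lean. Amino acid synthesis genes had 13 of 41 higher and 12 lower, a median of 0.18 and a test that pointed lower (adjusted p = 0.858). Nuclear-encoded oxidative phosphorylation genes had 5 of 19 higher and 3 lower, with a median of -0.26 but a mean of 0.39 (adjusted p = 0.924). That median turned positive under the 3 other scalings.

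Hpr1/Yra1 against the same no-tag pulldown asked which mRNAs the THO complex held together with Yra1. PMA1, the plasma membrane proton pump, was higher by 3.74 ± 0.26 (adjusted p = 4.71e-19), HSP104, a disaggregase, by 3.14 ± 0.32, EXG1, a cell wall glucanase, by 3.11 ± 0.32 and HXT3, a glucose transporter, by 2.65 ± 0.25. Of genes with 0 no-tag counts, NTH1 (YDR001C, chromosome IV, 450220 to 452475) was at least 5.96-fold higher. SSD1, a translational repressor, was at least 5.46-fold higher, a call that ended without Hpr1-PrA replicate 2. SGF29, PFK27 and ENT2 were at least 3.73-fold, 3.35-fold and 2.73-fold higher. Among the largest losses SSS1, a subunit of the Sec61 translocon, changed by -3.10 ± 0.45 (adjusted p = 8.98e-08), REE1 by -3.20 ± 0.61 and YKE2, a prefoldin subunit, by -2.74 ± 0.64. SDH6, an assembly factor of succinate dehydrogenase, was 21.5-fold lower with 1 count against 8 (95% counting interval 2.88 to 953). IRA2 was higher by 1.96 ± 0.60 (adjusted p = 0.00735) and kept its call without any 1 library. MDN1 stood at 0.48 ± 0.37 (adjusted p = 0.295). TAO3 had 22 counts against 1, a ratio of 8.20 (95% counting interval 1.32 to 338).

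In all 615 genes were enriched and 509 depleted (54.7% higher). The split was 859 to 336 (71.9%) with median-ratio factors, 1178 to 139 (89.4%) with total counts and 871 to 350 (71.3%) with the DESeq2 test, and these moved the median of all genes from 0.24 to 0.53, 0.90 and 0.54. Directions below that size therefore rest on the scaling.

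Plasma membrane transporters rose in 15 of 25 cases and none fell (median 1.45, adjusted p = 5.76e-07, adjusted p = 0.0606 with an estimated correlation). Cell wall genes (13 higher and 1 lower of 25, median 1.45, adjusted p = 0.00175, adjusted p = 0.220 with an estimated correlation) and general stress response genes (11 and 0 of 21, median 1.33 or 1.12 with genes at 0 set to their bound, adjusted p = 0.00175, adjusted p = 0.0606 with an estimated correlation) rose too. Heat shock proteins and chaperones rose as a group (11 and 5 of 27, median 0.91, adjusted p = 0.0211, adjusted p = 0.340 with an estimated correlation), BTN2 by 3.24 ± 0.51. Box snoRNA genes leaned higher by the preset test only, with a median of 0.54 against 0.24 for all genes (adjusted p = 0.0421, adjusted p = 0.519 with an estimated correlation). Of these 67 genes 12 were higher (6 adjusted over the list alone), a share not above the 615 of 2997 among all tested genes. The share of gene counts on snoRNA genes was 1.54% ± 0.130. Ribosomal protein genes fell in 104 of 131 cases and none rose (115 adjusted over the list alone, median -1.72, adjusted p = 9.29e-44, adjusted p = 0.0609 with an estimated correlation).

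Intron-containing mRNAs fell in 106 of 193 cases and rose in 8 (115 and 11 adjusted over the list alone, median -1.44, adjusted p = 1.65e-20, adjusted p = 0.0616 with an estimated correlation). Without the ribosomal protein genes 40 of 108 fell and 8 rose (median -0.82, adjusted p = 7.92e-05, adjusted p = 0.196 with an estimated correlation). Aminoacyl-tRNA synthetases fell (5 of 18 lower, 1 higher, median -0.79, adjusted p = 0.0211, adjusted p = 0.220 with an estimated correlation). Translation factors (3 higher and 7 lower of 22, median -0.37, adjusted p = 0.142) and ribosome biogenesis factors (7 and 3 of 44, median 0.33, adjusted p = 0.609) did not pass. The median of translation factors turned positive with total counts and with the DESeq2 test. Of the mRNP factors 5 of 15 were higher and 1 lower (median 0.97, adjusted p = 0.123), among them MFT1, a THO subunit, at 2.26 ± 0.36.

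**Figure D2:**
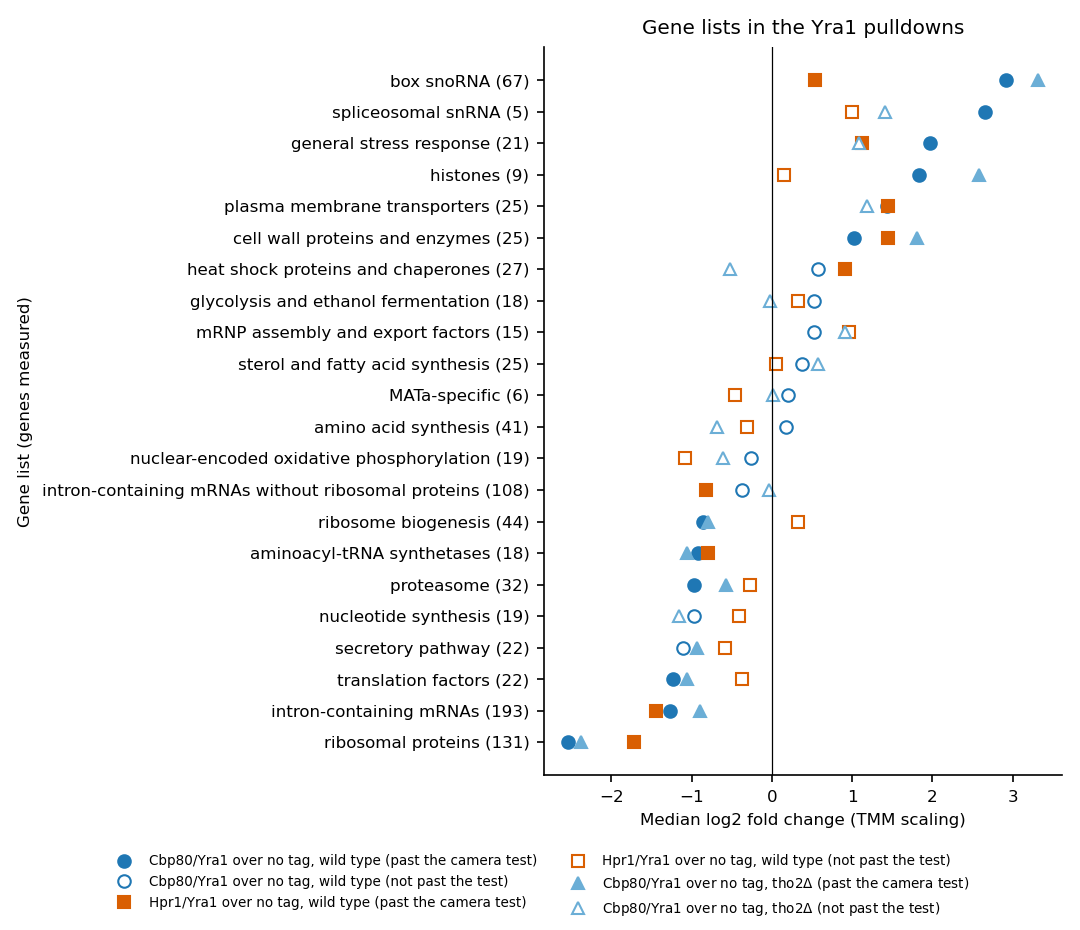
Median log2 fold change (x axis) of each gene list with its number of measured genes (y axis) in 3 comparisons with the no-tag pulldown, with genes at 0 counts set to their bound; filled symbols passed the camera test. Box snoRNA genes lay at 2.92 with Cbp80-PrA and 0.54 with Hpr1-PrA in wild type, and all medians that changed sign under another scaling belong to open symbols.

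Both enrichment lists shared 423 genes, against 208 expected from their sizes (odds ratio 6.67, 95% interval 5.47 to 8.15, Fisher's exact p = 2.73e-89), with 591 enriched with Cbp80 only and 192 with Hpr1 only. The shared count moved with the choices, to 836 with total counts, 651 with median-ratio factors, 650 without a filter on low counts, 249 with only the groups compared in the fit and 156 with a test against the fold threshold, and the set comparisons rest on it. Both comparisons used the same 3 no-tag libraries, which are too few to be split, so part of the excess may come from them. Depleted genes, with the same no-tag libraries, overlapped more strongly, 403 against 128 expected (odds ratio 23.3). The coding genes enriched in both (369) were compared with those enriched with Cbp80 only (525), across genes, which are not independent replicates. Their median coding length was 1650 nt against 1122 nt (difference 528 nt), and it was 2154 nt for the 190 enriched with Hpr1 only, 1020 nt for the 1779 enriched with neither and 1179 nt for all 2863 tested. Total RNA levels were also higher, at a median of 6.46 log2 CPM against 5.53, and 8.10 with Hpr1 only. The sets enriched in both and with Cbp80 only lay below the 6.99 of all tested genes and the 7.31 of those enriched with neither. For length and level the permutation p was 1e-05, the smallest it can give (two-sided). The sets were defined by 2 thresholds in pulldowns of unequal depth, which bears on which genes could be called.

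GC content of the same sets was 40.6% against 39.9% (difference 0.627 points, permutation p = 0.0103), a call that ended without Cbp80-PrA replicate 2 or 3 or Hpr1-PrA replicate 1 (lowest difference 0.343) and with all libraries thinned to the shallowest. Mean predicted pairing of the coding sequence was 0.433 against 0.425 (difference 0.00798, permutation p = 0.00323). Genes enriched with Hpr1 only lay below both sets, with a GC content of 39.2% and a mean pairing of 0.411, against 40.1% and 0.428 for all tested genes. Introns were present in 4 genes (1.08%) enriched in both and 15 (2.86%) enriched with Cbp80 only, against 9.56% of the genes enriched with neither. Of the 1779 genes enriched with neither 128 were ribosomal protein genes, against 0 enriched in both and 3 with Cbp80 only. These genes hold many of the introns, as 193 tested genes had an intron and 108 without them. The odds ratio between the sets enriched in both and with Cbp80 only was 0.373 (95% interval 0.0894 to 1.18, Fisher's exact p = 0.0976), so that difference was not past the threshold. The verdict turned with other choices: the odds ratio was 0.357 (Fisher's exact p = 0.00876) with sets from the DESeq2 test, 0.282 (p = 0.0057) and 0.321 (p = 0.0344) without Hpr1-PrA replicate 1 or 2, and 0.334 (p = 0.0439) without Cbp80-PrA replicate 3. Without no-tag replicate 1 it was 0.603 (Fisher's exact p = 0.37).

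Hpr1/Yra1 was also compared directly with Cbp80/Yra1 in wild type, without the no-tag libraries. NOP1 (YDL014W, chromosome IV, 427364 to 428347) was higher with Hpr1 by 2.65 ± 0.26 (adjusted p = 1.17e-13). So were ROK1, a ribosome assembly helicase, by 2.50 ± 0.38, ECM16, another, by 2.68 ± 0.28, POL1, the catalytic subunit of DNA polymerase alpha, by 2.77 ± 0.39, and PMA1 by 2.11 ± 0.23. YRA1 itself (YDR381W, chromosome IV, 1236558 to 1238004), whose own gene holds an intron, was higher by 2.27 ± 0.37 (adjusted p = 5.74e-06). YRA1 had 262 ± 72.6 CPM (SD, n = 3) with Hpr1-PrA, 52.1 ± 5.02 with Cbp80-PrA and 136 ± 108 without a tag. A higher ratio in this comparison can thus come from a level below the no-tag one with Cbp80-PrA, and does not by itself show enrichment with Hpr1-PrA. TDA10 (YGR205W, chromosome VII, 909213 to 910085) was lower by -3.61 ± 0.37 (adjusted p = 1.69e-12), CUE2, an endonuclease of mRNA decay, by -3.35 ± 0.56 and QCR9, a subunit of respiratory complex III, by -3.27 ± 0.53. SDH6 was 57.3-fold lower with 1 count against 177 (95% counting interval 10.2 to 2277), and HXT7 was 64.8-fold higher with 21 counts against 1 (95% counting interval 10.4 to 2682), though its near-identical copy HXT6 leaves its reads uncertain. Of the 3 long genes, IRA2 stood at 0.59 ± 0.31 (adjusted p = 0.0977) and MDN1 at 0.97 ± 0.26 (adjusted p = 0.00141, short of the fold threshold), and TAO3 was not tested.

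In total 574 genes were higher and 687 lower with Hpr1 (45.5% higher). The split was 393 to 885 (30.8%) with median-ratio factors and 535 to 1181 (31.2%) with the DESeq2 test, with medians of all genes of -0.25 and -0.26 in place of 0.0003. Box snoRNA genes were lower in 59 of 67 cases and higher in none (median -2.13, adjusted p = 2.44e-27, adjusted p = 0.0254 with an estimated correlation), SNR37 by -3.85 ± 0.27. Ribosome biogenesis factors were higher (21 of 44 against 1 lower, median 0.94, adjusted p = 1.72e-07, adjusted p = 0.0254 with an estimated correlation), as were translation factors (10 of 22 against 1 lower, median 0.92, adjusted p = 0.00150, adjusted p = 0.0254 with an estimated correlation). Ribosomal protein genes (40 higher and 8 lower of 131, median 0.74, adjusted p = 0.000143, adjusted p = 0.642 with an estimated correlation) and proteasome subunits (11 and 1 of 32, median 0.67, adjusted p = 0.0128, adjusted p = 0.221 with an estimated correlation) were higher by the preset test. RPT4 and RPT2, ATPases of the proteasome, stood at 1.83 ± 0.26 and 1.79 ± 0.24. Histone genes were lower in 5 of 9 cases (median -1.22, adjusted p = 0.00777, adjusted p = 0.221 with an estimated correlation). Of the general stress response genes 8 of 21 were lower and none higher, without passing the list test (median -0.86, adjusted p = 0.0834), CTT1 by -3.01 ± 0.56. Intron-containing mRNAs did not differ by this test (34 higher and 31 lower of 193, adjusted p = 0.493), and their median of 0.19 turned negative with the median-ratio factors and the DESeq2 test.

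Longer genes had higher ratios of Hpr1/Yra1 to Cbp80/Yra1. Across 2863 tested coding genes, which are not independent replicates, Spearman's rho between coding length and the log2 ratio was 0.246 (permutation p = 1e-05, the smallest it can give). In the shortest 20% of genes, with a median length of 453 nt, the median ratio was -0.34, and in the longest 20%, with a median of 2835 nt, it was 0.50. Each of the 9 pairs of an Hpr1-PrA and a Cbp80-PrA library had a positive rho, from 0.153 to 0.325. Pairs of replicates reached an absolute rho of 0.193 with Hpr1-PrA and 0.1125 with Cbp80-PrA, so the lowest of these values lies within replicate spread. The relation was weaker given the total RNA level (rho 0.158) and with all libraries thinned to the shallowest (rho 0.0751 over 703 genes, permutation p = 0.048). Per library, rho between length and the level relative to the mean of all 15 pulldowns was 0.492 ± 0.0736 (SD, n = 3) with Hpr1-PrA and 0.112 ± 0.0308 with Cbp80-PrA, and the exact permutation p of 0.1 is the smallest that 3 against 3 allow.

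Total RNA of tho2Δ was compared with wild type to show what the deletion did to mRNA levels, separately in strains without a tag and with Cbp80-PrA. Without a tag HSP12 (YFL014W, chromosome VI, 107256 to 107585), a membrane-stabilising stress protein, rose by 5.77 ± 0.34 (adjusted p = 5.41e-17, 182 ± 20.7 CPM against 2.88 ± 2.52, SD, n = 3), HXK1, a hexokinase, by 3.15 ± 0.17, HSP26, a small heat shock protein, by 3.10 ± 0.19 and COX26, a subunit of cytochrome c oxidase, by 3.19 ± 0.22. Genes of phosphate uptake fell. PHO84 (YML123C, chromosome XIII, 24037 to 25800), the high-affinity phosphate transporter, changed by -4.01 ± 0.34 (adjusted p = 9.96e-10), SPL2, which regulates low-affinity phosphate uptake, by -3.55 ± 0.37, and VTC3, of the polyphosphate polymerase, by -2.04 ± 0.15. PHO84 overlaps an antisense transcript in the annotation, so its reads are uncertain where strand was not kept apart. HO, the mating-type switching endonuclease, changed by -1.62 ± 0.15. Among the long genes MDN1 fell by 1.13 ± 0.10 on the log2 scale (adjusted p = 2.03e-12), while IRA2 stood at -0.23 (adjusted p = 0.180) and TAO3 at -0.28 (adjusted p = 0.226).

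The count was 185 higher and 58 lower of 4792 genes tested. General stress response genes rose in 20 of 23 cases (20 adjusted over the list alone, median 1.46, adjusted p = 1.04e-29, adjusted p = 0.000264 with an estimated correlation). Heat shock proteins and chaperones rose (8 of 29 higher, 1 lower, median 0.46, adjusted p = 1.11e-10, adjusted p = 0.0126 with an estimated correlation), as did nuclear-encoded oxidative phosphorylation genes (8 of 29, median 0.69, adjusted p = 9.15e-11, adjusted p = 0.00186 with an estimated correlation) and spliceosomal RNAs (3 of 4, median 1.09, adjusted p = 3.45e-05, adjusted p = 0.0262 with an estimated correlation). COX2, 1 of the 2 mitochondrially encoded genes measured, rose by 1.54 ± 0.32, and the other, ATP6, by 1.22, a call that ended without no-tag wild-type replicate 2. The mitochondrial share of gene counts was 2.64% ± 0.0881 in this group against 1.32% to 1.72% in single libraries of the other total RNA groups. Ribosomal protein genes fell as a group by a median of -0.73, though 10 of 135 were past the thresholds (adjusted p = 4.86e-44, adjusted p = 0.00700 with an estimated correlation). Aminoacyl-tRNA synthetases (median -0.43), amino acid synthesis genes (median -0.40), nucleotide synthesis genes (median -0.36) and translation factors (median -0.31) fell by less, with at most 2 called members each and adjusted p = 0.00179, 0.000539, 0.00700 and 0.00700 with an estimated correlation. Of 11 Ty elements measured, whose copies share sequence, 1 rose and 2 fell (median -0.42, positive with the DESeq2 test, adjusted p = 0.112). MATalpha-specific genes had 1 measured member, too few to test.

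With Cbp80-PrA HSP12 rose by 3.40 ± 0.54 and HXK1 by 1.70 ± 0.18, and 4 of 23 general stress response genes rose (median 0.37, adjusted p = 0.0343, adjusted p = 0.192 with an estimated correlation). The largest rises among genes with a mean of at least 20 CPM were COS1 (3.21 ± 0.29), which has near-identical copies near chromosome ends, BAG7, a GTPase-activating protein (3.15 ± 0.33), TDA6 (YPR157W, chromosome XVI, 841266 to 842669, 3.14 ± 0.15, adjusted p = 2.47e-20) and HXT4, a glucose transporter (2.33 ± 0.17). PHO84 was at least 97.2-fold lower (0 counts against 251), SPL2 36.8-fold lower with 3 counts against 95 (95% counting interval 12.2 to 182), PHO5, a secreted acid phosphatase, changed by -3.32 ± 0.38 and HO by -2.18 ± 0.15. Among the long genes IRA2 changed by -1.18 ± 0.13 (adjusted p = 4.04e-10), MDN1 by -1.43 ± 0.10, and DYN1, the dynein heavy chain, by -1.83 ± 0.14, while TAO3 stood at -0.61 (adjusted p = 0.00541, short of the fold threshold). In the longest 20% of genes the median change was -0.21 (quartiles -0.45 and 0.0694), against -0.03 without a tag, a difference that was not tested.

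There were 256 higher and 104 lower genes (71.1% higher), or 314 and 73 (81.1%) with total counts. Ribosomal protein genes fell in 29 of 135 cases and rose in 1 (median -0.83, adjusted p = 1.18e-35, adjusted p = 0.0337 with an estimated correlation). Both strain backgrounds shared 56 rising genes against 9.88 expected and 24 falling genes against 1.26. The difference between the 2 backgrounds was tested as an interaction, and 195 genes passed, 130 higher and 65 lower with Cbp80-PrA. General stress response genes were lower in that test (8 of 23, 10 adjusted over the list alone, median -0.97, adjusted p = 4.83e-12, adjusted p = 0.00719 with an estimated correlation).

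The tags alone were compared in wild-type total RNA. With edgeR 0 genes passed for either tag, with 310 genes for Cbp80-PrA and 196 for Hpr1-PrA at an unadjusted p under 0.05. DESeq2 on the total RNA libraries also gave 0 for each, with 141 and 84 at that level, and so did DESeq2 on all 30 libraries, with 263 and 167. STO1 stood at -0.10 ± 0.14 (adjusted p = 0.912) with its tag and HPR1 at 0.33 ± 0.14 (adjusted p = 0.992) with its own. Ribosomal protein genes leaned lower with Cbp80-PrA by a median of -0.20 (adjusted p = 8.27e-11, adjusted p = 0.703 with an estimated correlation), with no called member. With Hpr1-PrA they leaned the same way by less (median -0.0949, adjusted p = 0.000135, adjusted p = 0.728 with an estimated correlation), also with no called member.

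Cbp80/Yra1 was then compared with the no-tag pulldown within tho2Δ. Genes with 0 no-tag counts again led. SET6 was at least 14.3-fold higher, though it overlaps ATG29 on the other strand, ISU1 (YPL135W, chromosome XVI, 297553 to 298050), a scaffold of iron-sulfur clusters, at least 12.2-fold, MAL13, a maltose regulator, at least 10.3-fold, SSU1, a sulfite pump, at least 9.93-fold and ACS2, acetyl-CoA synthetase, at least 9.82-fold. EFT1 changed by -5.31 ± 0.64, RPS8B by -3.86 ± 0.42 (adjusted p = 3.09e-12) and HSP26 by -3.65 ± 0.32. There were 963 higher and 627 lower genes (60.6% higher), and 1169 to 437 (72.8%) and 1344 to 455 (74.7%) with the median-ratio factors and the DESeq2 test. The median of all genes was 0.29, and 0.69 with median-ratio factors. Enriched genes shared with the wild-type comparison numbered 769 against 326 expected (odds ratio 28.9), with 245 in wild type only and 194 in tho2Δ only, a split that says nothing of a difference until that is tested. Box snoRNA genes rose in 57 of 67 cases (median 3.38, or 3.32 with genes at 0 set to their bound, adjusted p = 5.32e-21, adjusted p = 0.0697 with an estimated correlation), and ribosomal protein genes fell in 102 of 131 and rose in 3 (median -2.38, adjusted p = 1.73e-36, adjusted p = 0.0863 with an estimated correlation). Heat shock proteins and chaperones had 5 higher and 7 lower of 27 (median -0.52, adjusted p = 0.0724), and general stress response genes 10 higher and 3 lower of 21 (median 1.09, adjusted p = 0.385).

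The Cbp80/Yra1 pulldowns of tho2Δ and wild type were compared directly. Higher in tho2Δ were NOP16 (YER002W, chromosome V, 156803 to 157498) by 3.83 ± 0.27 (adjusted p = 3.58e-19), RRP15 by 3.48 ± 0.27, NOP53 by 3.09 ± 0.26 and NOP8 by 3.03 ± 0.27. MTW1, a kinetochore protein, was higher by 3.66 ± 0.31, PEX19, a peroxisomal import receptor, by 3.41 ± 0.25 and KAR1, a spindle pole body protein, by 3.40 ± 0.28. Lower were PHO84, 197-fold with 1 count against 390 (95% counting interval 35.1 to 7786), URA7, a CTP synthase, at -2.76 ± 0.46 and FUI1, a uridine permease, at -2.62 ± 0.25. MDN1 was lower by -1.32 ± 0.33 (adjusted p = 0.00102), IRA2 stood at -0.85 ± 0.34 (adjusted p = 0.0513), and TAO3, with 11 counts against 47, was not tested. In all 302 genes were higher and 236 lower, and the direct comparison contains the change in total RNA, in which NOP16 and RRP15 also rose in the Cbp80-PrA strains (1.02 ± 0.09 and 1.15 ± 0.09). The lower values of MDN1 and IRA2 were matched in that total RNA. MDN1 had 834 ± 48.2 CPM in tho2Δ against 2137 ± 172 in wild type, and IRA2 220 ± 10.5 against 476 ± 62.7 (SD, n = 3).

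NOP16, RRP15, NOP53 and NOP8 act in ribosome assembly but are not members of the fixed list of ribosome biogenesis factors. That list did not pass (4 higher and 9 lower of 44, median -0.09, adjusted p = 0.456), with its members NOP4 at 1.92 ± 0.26 and NSR1 at -2.30 ± 0.28. Amino acid synthesis genes were lower in 15 of 41 cases (median -0.73, adjusted p = 1.10e-05, adjusted p = 0.0922 with an estimated correlation), ILV2, of branched-chain amino acid synthesis, by -2.43 ± 0.45. Ribosomal protein genes were lower in 22 of 131 (median -0.53, adjusted p = 1.10e-05, adjusted p = 0.469 with an estimated correlation) and histone genes in 5 of 9 (median -1.03, adjusted p = 0.00409, adjusted p = 0.237 with an estimated correlation). Box snoRNA genes differed in 3 of 67 cases (median -0.06, adjusted p = 0.409).

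Whether loss of THO2 changed the enrichment itself was tested as an interaction, the tho2Δ log2 ratio of Cbp80-PrA to no tag minus the wild-type ratio. Higher in tho2Δ were CGR1 (YGL029W, chromosome VII, 440063 to 440425), a ribosome assembly factor, by 3.53 ± 0.43 (adjusted p = 1.40e-08), NOP16 by 3.17 ± 0.40, FCF2, a pre-rRNA processing factor, by 3.51 ± 0.58, TOA1, the large subunit of TFIIA, by 3.45 ± 0.54 and LEO1, of the Paf1 elongation complex, by 3.29 ± 0.44 (adjusted p = 1.01e-07). CGR1 had 2667 ± 542 CPM (SD, n = 3) in the Cbp80-PrA pulldown from tho2Δ against 429 ± 70.2 in wild type, while its no-tag pulldowns had 343 ± 149 and 628 ± 249. Lower were HSP26 (YBR072W, chromosome II, 382030 to 382674) with a 6.51-fold lower ratio (adjusted p = 6.92e-05), GAD1, glutamate decarboxylase, by a log2 value of -3.37 ± 0.81, RTC3 by -2.60 ± 0.53 and HXK1 by -2.26 ± 0.52. For HSP26 the groups that differed were the no-tag ones, 1116 ± 127 CPM in tho2Δ against 203 ± 132 in wild type, while the Cbp80-PrA pulldowns had 85.0 ± 32.5 and 96.9 ± 15.2. TPS2, a trehalose phosphatase, had a fitted value of -5.84 ± 1.09 and SSU1 one of 8.76 ± 1.63, but TPS2 had 1 count in the wild-type no-tag pulldown and SSU1 0 in the tho2Δ one, so these sizes depend on the prior count of the fit. IRA2 stood at -1.37 ± 1.01 (adjusted p = 0.543) and MDN1 at 1.12 ± 0.89 (adjusted p = 0.577).

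**Figure D3:**
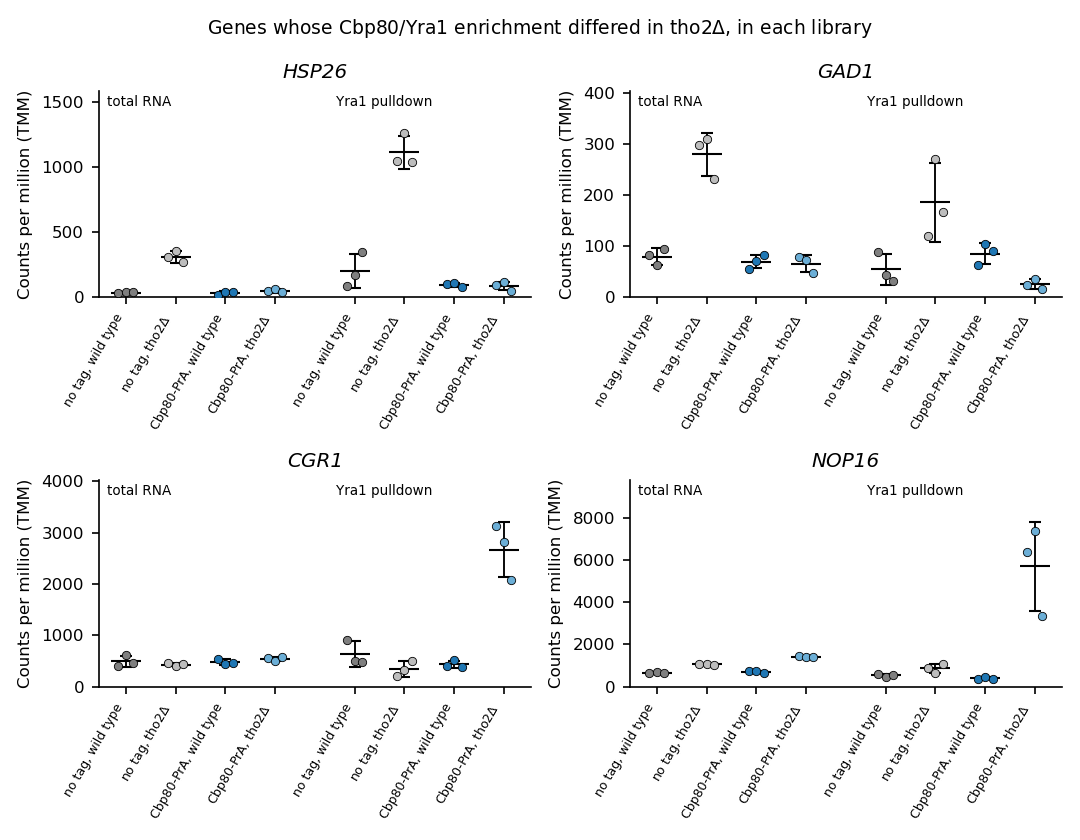
CPM, scaled by TMM factors, of HSP26, GAD1, CGR1 and NOP16 (y axes) in total RNA on the left of each panel and Yra1 pulldowns on the right, by strain; points are libraries, bars the mean and SD of 3. HSP26 averaged 1116 CPM in the tho2Δ no-tag pulldown and 311 in its total RNA, and NOP16 averaged 5689 CPM in the tho2Δ Cbp80-PrA pulldown.

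In all 98 genes were higher and 32 lower (75.4% higher). With each pulldown set against its own total RNA 59 genes passed (55 with the culture block), and 33 with the test against the fold threshold. With total counts the split turned to 54 and 80 (40.3%), and the median of all genes moved from 0.14 to -0.31. Of the 98 higher genes 72 were also higher in the direct comparison, and of the 32 lower genes 15 were lower there. Both contrasts contain the same Cbp80-PrA libraries, so these are not independent. General stress response genes were lower in 4 of 21 cases and higher in none (7 and 0 adjusted over the list alone, median -1.41, adjusted p = 1.28e-07, adjusted p = 0.00174 with an estimated correlation). The median stayed between -1.85 and -1.35 under the other scalings, but in tho2Δ total RNA the median of those genes was 1.46 without a tag (20 of 23 higher) and 0.37 with Cbp80-PrA (4 of 23 higher, adjusted p = 0.192 with an estimated correlation). Heat shock proteins and chaperones (4 of 27 lower, none higher, median -0.63, adjusted p = 1.70e-06), glycolysis genes (2 of 18 lower, median -0.46, adjusted p = 0.00151) and spliceosomal RNAs (1 of 5 lower, median -1.50, adjusted p = 0.00334) were lower by the preset test, with adjusted p = 0.118, 0.281 and 0.0636 with an estimated correlation. Amino acid synthesis genes (4 of 41 lower, median -0.16) and oxidative phosphorylation genes (1 of 19 lower, median -0.57) had adjusted p = 0.0347 each, and adjusted p = 0.267 and 0.216 with an estimated correlation. The no-tag pulldown itself was higher in tho2Δ than in wild type for several of these lists: oxidative phosphorylation (median 0.79, adjusted p = 9.25e-05, adjusted p = 0.0352 with an estimated correlation), heat shock (median 0.51, adjusted p = 0.00133, adjusted p = 0.236 with an estimated correlation), spliceosomal RNA (median 0.76, adjusted p = 0.00891, adjusted p = 0.0833 with an estimated correlation) and general stress response genes (median 1.03, adjusted p = 4.06e-11, adjusted p = 0.000387 with an estimated correlation). Ribosome biogenesis factors (1 higher and 1 lower of 44, median 0.13, adjusted p = 0.775, a list without CGR1, NOP16 or FCF2), box snoRNA genes (3 and 1 of 67, median 0.46, adjusted p = 0.579) and ribosomal protein genes (9 and 1 of 131, median 0.24, adjusted p = 0.194) did not pass. The medians of ribosome biogenesis and ribosomal protein genes turned negative with total counts. Between the no-tag pulldowns of tho2Δ and wild type, glycolysis (median -0.25) and amino acid synthesis genes (median -0.41) did not pass as higher. Ribosomal protein genes were lower there (14 of 131, median -0.79, adjusted p = 6.39e-35, adjusted p = 0.0852 with an estimated correlation).

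Across genes, the interaction was lower at greater coding length. Pairs of replicate Cbp80-PrA pulldowns of tho2Δ differed in this trend by an absolute rho of up to 0.276, a spread of single libraries and not of group means. Spearman's rho between length and the interaction across 2863 coding genes was -0.198 (permutation p = 1e-05, the smallest it can give). The median interaction was 0.47 in the shortest 20% and -0.16 in the longest. The direct comparison of pulldowns gave rho = -0.166, with medians of 0.09 and -0.29. With all libraries thinned to the shallowest, rho for the interaction was -0.132 over 703 genes (permutation p = 0.00045). Pairs of single libraries varied: between the Cbp80-PrA pulldowns of tho2Δ and wild type rho ran from -0.235 to 0.0657 over 9 pairs, and per library it averaged -0.0186 ± 0.1 (SD, n = 3) in tho2Δ and 0.112 ± 0.0308 in wild type. The exact permutation p of that difference, which leaves out the no-tag libraries, was 0.2, and 0.1 is the smallest that 3 against 3 allow.

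**Figure D4:**
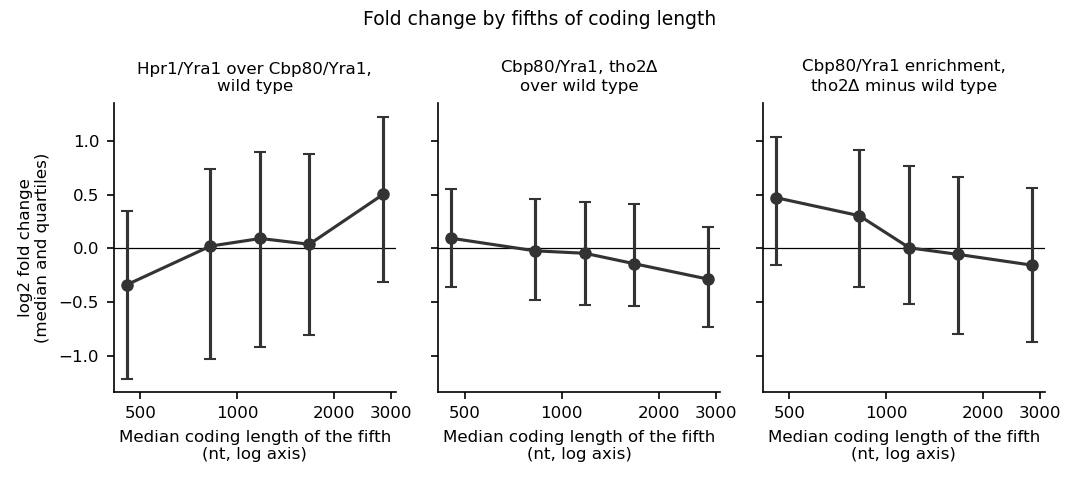
Median log2 fold change with quartiles (y axis) in 5 bins of the tested coding genes by coding length (x axis, log scale), for Hpr1/Yra1 over Cbp80/Yra1, for Cbp80/Yra1 in tho2Δ over wild type, and for the interaction. From the shortest to the longest bin the medians ran from -0.34 to 0.50, from 0.09 to -0.29 and from 0.47 to -0.16.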

Values the study reported

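The paper reports 1,616 genes enriched in the Cbp80/Yra1 pulldown and 753 in the Hpr1/Yra1 pulldown over the control without a tag, with 522 in common. It gives transcript lengths of 9,240 nt for IRA2 and 7,131 nt for TAO3, which it followed by imaging. It describes the genes found in both pulldowns as longer, more highly expressed, more structured and mostly without introns, and it reports that longer transcripts were lost from the Cbp80/Yra1 pulldown when THO2 was deleted.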

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

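Of the tests below, those on the scaling of snoRNA genes and on transcript length, and the total RNA interaction, were chosen only after the results were seen.

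Enrichment with Cbp80/Yra1 differed between tho2Δ and wild type for 130 genes by a test of the difference itself, 98 higher and 32 lower in tho2Δ. With each pulldown set against its own total RNA there were 59 genes (55 with the culture block), and 33 with the test against the fold threshold. Of 100 splits of the 12 libraries, 3 gave as many genes, the real one included, a share under 0.05. The highest other split gave 169, and both others that large, with 169 and 141, kept the Cbp80-PrA libraries parted by genotype and mixed the no-tag libraries. The low share thus follows the difference between the Cbp80-PrA pulldowns of both genotypes and does not exclude chance for the interaction. These splits, with mixed no-tag libraries, gave more genes than the real grouping, which limits reading the 130 genes as a changed enrichment.

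General stress genes such as GAD1 and TPS2 were lower in that interaction, with a list median of -1.41 and all 4 called members lower. Without a tag the list median in tho2Δ against wild type was 1.46 in total RNA (20 of 23 higher) and 1.03 in the pulldown (5 of 21 higher), and in total RNA with Cbp80-PrA it was 0.37 (4 of 23 higher, adjusted p = 0.192 with an estimated correlation). With each pulldown set against its own total RNA the list median was -0.17 over 24 tested members, against 21 members in the pulldown fit. Its unadjusted camera p was 0.0196 at the preset and 0.0519 at the estimated correlation. A higher level of these mRNAs in the untagged tho2Δ strain is thus a candidate explanation for most of the shift. The medians of -1.41 and -0.17 are, however, not over the same genes. A single no-tag tho2Δ library was not the source: leaving out each gave medians of -1.47, -1.46 and -1.31. GAD1 was also lower in the Cbp80-PrA pulldown of tho2Δ, with 25.4 ± 9.62 CPM against 85.3 ± 20.9 in wild type (SD, n = 3). Its total RNA in these strains was 65.9 ± 16.6 and 69.9 ± 13.5 CPM, so for GAD1 the untagged strain is not the whole account. The list median between those pulldowns was -0.25. A role of THO in the binding of these mRNAs was not separated from their higher level in the untagged strain and stays open.

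The total RNA change on loss of THO2 differed between the Cbp80-PrA and no-tag strains for 195 genes, 130 higher and 65 lower with Cbp80-PrA. Of 23 general stress genes 8 were lower and 0 higher (10 lower adjusted over the list alone), with a list median of -0.97. The no-tag and tagged tho2Δ strains also differed in the share of mitochondrial counts, 2.64% against 1.54%. Whether the tag, the strains' histories or their growth made this difference was not tested.

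Reads outside annotated genes took 55.5% of the counts in the Cbp80-PrA pulldowns from tho2Δ (54.2% to 57.8%), against 49.4% to 50.6% in the no-tag tho2Δ pulldowns and 44.0% to 49.6% in total RNA. Gene models held no untranslated regions, so 3′-end tags that lie in those regions fall outside genes by construction. How much of the share, or of its rise, came from such tags was not tested, since the table holds no read positions. No biological explanation was tested.

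Coding genes of greater length had lower interaction values, with rho = -0.198. The partial correlation given the total RNA level was -0.208, so that level, taken as a linear effect on ranks, did not account for the trend. For the direct pulldown contrast, subtracting the total RNA contrast left rho = -0.129. The interaction was not checked in this way, and that rho is within the spread between replicates, so loss of long mRNAs from total RNA is not excluded. Replicates of a single group differed in the same trend by up to rho = 0.276, so differences between libraries may account for a shift of this size. That value comes from pairs of single libraries and the interaction from group means, so the 2 are not measured alike. Leaving out each of 12 libraries in turn gave an interaction rho from -0.243 to -0.151, so no 1 library alone made the trend. Mean per-library rho differed by -0.130 between the Cbp80-PrA pulldowns of tho2Δ and wild type (exact permutation p = 0.2). It was higher with Cbp80-PrA than without a tag, by 0.338 in wild type and by 0.151 in tho2Δ. The exact permutation p was 0.1 for each of these, the smallest possible. The gap between wild type and tho2Δ in that difference has the direction of the interaction, but it was not tested per library. A weaker hold of Yra1 or Cbp80 on long mRNAs without THO2 stays open beside differences between libraries.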

How the results depend on the processing

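Thinning, DESeq2 on all 30 libraries, the culture block, leaving out snoRNA genes and the sum of no-tag tho2Δ pulldowns 1 and 2 were chosen after the data were examined, the other settings before. Of 295 alternative values of the summary results, 259 kept their direction and their side of the threshold, or, for counts, stayed within 1.5 times. The cause of the other shifts was not tested unless given. Genes enriched in both pulldowns numbered 651 with DESeq2 size factors, 836 with total counts, 650 without a filter, 156 with glmTreat, 249 with only the groups compared and 159 after thinning. Cbp80/Yra1 enriched 1754 without a filter, 1703 with DESeq2 and 1781 with DESeq2 on 30 libraries, and Hpr1/Yra1 1178 with total counts. The test against the fold threshold (glmTreat) is stricter by construction and gave 214 for Hpr1/Yra1, 500 for Hpr1/Yra1 against Cbp80/Yra1, 33 for the interaction, 134 for the direct tho2Δ comparison, and 50 and 47 for total RNA without a tag and with Cbp80-PrA. With own total RNA the interaction had 59 genes, or 55 with the culture block. DESeq2 on 30 libraries gave 1926 for Hpr1/Yra1 against Cbp80/Yra1 and 815 for the direct comparison. Thinned to the shallowest library, 780 genes could be tested, and the counts were 312 for Cbp80/Yra1, 209 for Hpr1/Yra1, 349 between them, 321 for Cbp80/Yra1 in tho2Δ, 45 for the interaction and 153 for the direct comparison. The intron odds ratio was 0.357 (Fisher's exact p = 0.00876) with DESeq2 sets and 0.282 to 0.603 without single libraries. The GC difference was 0.178 after thinning (permutation p = 0.507) and 0.343 to 0.935 without single libraries. With an estimated correlation 21 list tests passed in place of 78. Without Cbp80-PrA total RNA replicate 2 the Cbp80-PrA tag had 1 gene, otherwise 0.

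Leaving out 1 library gave 974 to 1029 genes for Cbp80/Yra1, 443 to 708 for Hpr1/Yra1, 306 to 503 for both, 1200 to 1403 between them, 922 to 1029 for Cbp80/Yra1 in tho2Δ, 92 to 141 for the interaction, 509 to 581 for the direct comparison, and 233 to 281 and 340 to 390 for total RNA. The difference in median coding length ranged from 463.5 to 576 nt. An arm with 2 libraries was assumed to vary like the other groups.

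Of 566 called genes among 610 named results, 120 lost their call in at least 1 run, 110 of them on leaving out a library. Values that changed sign belonged to genes that were not called. MDN1 with Cbp80/Yra1 went from -0.49 to 0.0407 (DESeq2 size factors), 0.11 (total counts) and 0.0482 (DESeq2). IRA2 with Cbp80/Yra1 in tho2Δ went from -0.0005 to 0.40, 0.14 and 0.46 in the same order, 0.0396 with the replicate block and 0.37 without a filter, and from -0.55 to 0.87 without single libraries. With total counts in tho2Δ total RNA, HPR1 and STO1 had 0.0655 and 0.0608 without a tag, and HPR1 0.00497 with Cbp80-PrA. Without single libraries YRA1 with Hpr1/Yra1 ranged from -0.00202 to 1.08. Interaction values ranged from -1.59 to 3.79 for HPR1, -1.10 to 5.05 for STO1 and -1.33 to 0.0297 for YRA1. In tho2Δ total RNA without a tag the ranges were -0.11 to 0.0871 for HPR1 and -0.10 to 0.0760 for STO1. For the Cbp80-PrA tag they were -0.24 to 0.0293 for TAO3, -0.0368 to 0.11 for HPR1, -0.24 to 0.0326 for STO1 and -0.00423 to 0.13 for YRA1. For the Hpr1-PrA tag they were -0.0315 to 0.24 for TAO3, -0.0963 to 0.0134 for MDN1 and -0.0481 to 0.0855 for YRA1.

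Scaling on mitochondrial transcripts was not run, since 9 pulldown libraries held fewer than 100 such counts (lowest 38). Whether replicate numbers pair the samples was left open: residuals of libraries of different groups had a rho above 0.1 in 8 of 30 total RNA pairs with the same number and 3 of 60 with different numbers, and in 5 of 30 and 6 of 60 pulldown pairs. With the number as a block the counts were 1007 for Cbp80/Yra1, 606 for Hpr1/Yra1, 127 for the interaction, and 250 and 366 for total RNA without a tag and with Cbp80-PrA. With no-tag tho2Δ pulldowns 1 and 2 as 1 sample the interaction had 115 genes. The lower counts after thinning go with the fewer genes tested, so depth limits which genes can be tested.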

Other observations

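The lists of phosphate starvation genes and of genes near chromosome ends, and the scaling test of snoRNA genes, were chosen only after the results were seen.

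Phosphate starvation genes fell in tho2Δ total RNA in both strain backgrounds. Without a tag 9 of 13 were lower and 1 higher (median -1.43, adjusted p = 1.73e-17, adjusted p = 0.000213 with an estimated correlation), and with Cbp80-PrA 10 were lower and 1 higher (median -1.34, adjusted p = 3.20e-14, adjusted p = 0.00100 with an estimated correlation). PHO84 and PHO5 changed by -4.01 ± 0.34 and -2.60 ± 0.31 without a tag, and PHM6 was at least 9.39-fold lower (0 counts against 31). PHO12, with a near-identical copy in PHO11, was 28.2-fold lower with 3 counts against 93 (95% counting interval 9.34 to 139). PHM8, a phosphatase of nucleotides, was higher by 1.46. In the pulldowns, 4 of 9 were lower in the direct tho2Δ comparison of Cbp80/Yra1 (median -1.16, adjusted p = 0.00362, adjusted p = 0.0176 with an estimated correlation), while the interaction did not pass (median 0.68, adjusted p = 0.262, negative with the DESeq2 test). Medians against no tag were -0.76 with Cbp80-PrA (adjusted p = 0.513) and 0.21 with Hpr1-PrA (adjusted p = 0.529, negative with the DESeq2 test).

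Of 245 coding genes within 20 kb of a chromosome end, 41 passed the count filter in the pulldowns. A gene high only with Cbp80-PrA could pass that filter, so rises among the 41 may follow from it and do not speak for the whole list. In Cbp80/Yra1 against no tag 25 of 41 rose and 3 fell in wild type (median 2.00, or 1.87 with genes at 0 set to their bound, adjusted p = 0.00247, adjusted p = 0.00676 with an estimated correlation). In tho2Δ 23 rose and 5 fell (median 1.88, adjusted p = 0.00720, adjusted p = 0.0494 with an estimated correlation). With Hpr1/Yra1 11 rose and 4 fell (median 0.86, negative with the DESeq2 test, adjusted p = 0.246), and the direct comparison with Cbp80/Yra1 had 20 lower and 4 higher (median -0.98, adjusted p = 0.00108, adjusted p = 0.0192 with an estimated correlation). Many of these genes belong to families with near-identical members, such as the COS genes. In total RNA 7 of 62 rose and 2 fell in tho2Δ without a tag (median 0.06, adjusted p = 0.336).

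The snoRNA genes were higher with Cbp80/Yra1 by a median of 2.92. Library scaling was not the source, as the lowest median under the other scalings was 3.32. A higher level in the strain was not either, with a median of -0.0514 in total RNA of Cbp80-PrA against no tag. After all libraries were thinned to the shallowest, 93.3% of the 45 members still tested were called, so those calls did not rest on unequal depth. A gene high only with Cbp80-PrA could pass the count filter, so that share does not speak for the whole list. Direct binding of capped precursors by Cbp80 may account for the higher snoRNA values, in which case snoRNAs cut from introns would be expected lower. They were lower by -0.84, but with 3 intron-encoded genes against 64 others the permutation p was 0.214, so this cannot be told apart.

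For comparisons of 3 libraries with 3, the 10 possible splits are too few for a share under 0.05. The real counts of enriched or differing genes stood beside the highest other split as follows: 1014 and 0 for Cbp80/Yra1 over no tag, 615 and 5 for Hpr1/Yra1, 1261 and 0 for Hpr1/Yra1 against Cbp80/Yra1, 963 and 0 for Cbp80/Yra1 in tho2Δ, 538 and 21 for the direct tho2Δ comparison, and 243 and 0 and 360 and 0 for total RNA without a tag and with Cbp80-PrA. In each of these 1 split, the real one, gave as many. For the Cbp80-PrA and Hpr1-PrA tags all 10 splits gave at least the real count of 0, and the highest others were 14 and 0. The overlap of 423 genes between both pulldowns was reached in 3 of 100 splits, the real one included, a share under 0.05. The highest other, 488, and 482 came from splits that kept the no-tag libraries apart and mixed the Cbp80-PrA and Hpr1-PrA ones. The low share thus shows a difference of tagged from no-tag pulldowns and does not test whether the overlap belongs to these 2 tags.

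Cbp80/Yra1 enriched 1014 genes over no tag with edgeR, noncoding genes included, 1703 with DESeq2 and 1781 with DESeq2 on all 30 libraries. The study counted more than the edgeR value, but it used DESeq2 and its count may leave out noncoding genes, so the sets may be unlike and nothing is read from the gap.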
